A study of Mus musculus with 6 samples.

How the data were processed

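The data were RNA-seq libraries from mouse bone marrow, prepared from small pre-B cells of wild-type (WT) mice and of mice carrying the ΔrsCBE genotype, with 3 libraries per genotype and 6 in all. Per the labels' protocols, pre-B cells were purified by flow cytometry, ribosomal RNA was removed from the total RNA, and libraries were made with a strand-specific total RNA kit (SMARTer, Takara). The deposited table held whole-number read counts per gene symbol, with 1 column for each library and no normalization. The aligner, the counting program, whether counting used the strand of the reads, the genome build, the annotation and any filter are not stated in the labels or in the table itself. Columns were assigned to samples by the library name in the labels, and groups were taken from the genotype label.

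The table listed 49997 gene symbols, all of which matched the symbols of the RefSeq annotation of GRCm38.p6, and 17435 of them had a count in at least 1 library. Because the build used for counting is not stated, the RefSeq table served only to name genes and to order neighbouring genes along a chromosome. Of the listed symbols, 37981 also occurred in GENCODE M21, an annotation of the GRCm38 build, and the coordinates given for single genes come from that annotation. The distance from Igkc was also measured on these annotations, with a window of 1 Mb on each side. It is not stated whether reads of overlapping genes on opposite strands were separated. Such overlaps are named only for the genes with the highest and lowest fold changes that have an entry in GENCODE M21. For all other genes, Gm42048 among them, overlaps are not given and may exist. Among kappa variable genes, 0 of 75 on the plus strand and 62 of 85 on the minus strand had any count. This argues against counting that ignored the strand at that locus, and other loci were not examined for it.

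Total counts ranged from 428106 to 1300805 per library. Such totals are low for RNA-seq, and 3 counts, taken as the smallest detectable amount, correspond to between 2.31 and 7.01 CPM (counts scaled to a common library total), depending on the library. Confidence intervals at the 95% level for the share of counts in a gene class were computed by the Wilson method. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

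Differential expression was tested on the deposited counts with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with genotype as the group and its minimum count of 10, which left 7792 genes. Libraries were scaled by TMM factors, which lay between 0.978 and 1.02. A negative binomial model with genotype as the sole factor was fitted with glmQLFit (robust estimation), and each gene was tested with glmQLFTest. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and an adjusted p-value under 0.05 was taken as the threshold. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. CPM values use the TMM-scaled library sizes and are given as mean ± SD over 3 libraries, and log2 CPM values used a prior count of 2.

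Gene lists were tested with camera in limma 3.58.1, on voom-transformed values of the same genes with an inter-gene correlation of 0.01, and the p-values were adjusted over the 8 lists that had enough tested genes. Each library's score on a list is the mean over its tested genes of the deviation of log2 CPM from the gene's mean over the 6 libraries. The share of counts in kappa variable genes was compared with an exact two-sided permutation test of the group means, for which 3 libraries against 3 cannot give a p-value under 0.1. Fisher's exact test was run with scipy 1.17.1.

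The model, the tests, the gene lists, most of the alternatives and the rule for naming genes were fixed before the data were examined. By that rule the text names the genes of a B-lineage list and of a list of genes flanking the kappa locus. It also names, among genes past the threshold with a mean CPM of at least 1 and no overlap between the groups, the 5 with the highest and the 5 with the lowest log2 fold change. Some planned results could not be computed, because Igkc and all lambda segments are listed at 0 in each library and no kappa variable gene passed the count filter. These were the fold change of Igkc, the medians of the kappa variable and of the lambda genes, the lambda share and the relation of kappa variable genes with position; for the kappa variable genes, values were obtained in alternatives without that filter. The locus-wide entries of the immunoglobulin loci, the gene Jun, the sex of the libraries and the corrections for GC content and transcript length, sex and depth were added after the values had been seen.

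Alternatives covered the scaling (DESeq2 size factors, library size alone, TMM without immunoglobulin genes, TMM without the 20 most abundant genes), the test (DESeq2 1.42.0 Wald test), the count filter (none, or a CPM of at least 1 in 3 libraries), the adjusted p-value threshold (0.1), each library left out in turn, a sex covariate, offsets for GC content and transcript length fitted by loess with span 0.5, and counts thinned to the smallest library in 20 draws. GC content and length were available for 96.0% of the tested genes and 89.4% of those past the threshold. With no female WT library, the fit with the sex covariate compares ΔrsCBE replicate 1 alone with WT. The labels number the replicates 1 to 3 in both genotypes without saying that equal numbers belong together, so the replicate number was used as a block only in an alternative.

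The procedure was tested on simulated counts drawn from the means and sizes of the real libraries. Each simulated change was an absolute log2 fold change of 1, with as many increases as decreases, and genes were drawn independently. Of 188 tested genes with a simulated change, 68.6% were called, and of the 90 with a mean of at least 50 counts, 94.4% were called. False calls made up 5.15% of the calls. With no simulated change, 0 of 7562 genes were called. These figures do not cover smaller changes, genes that vary together or changes mostly in one direction.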

Results

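RNA was profiled in small pre-B cells sorted from the bone marrow of WT mice and of mice with the ΔrsCBE genotype, on the C57BL/6 background. Small pre-B cells are B-cell precursors that have mostly left the cell cycle and rearrange their immunoglobulin light chain genes, kappa (Igk) and lambda (Igl). The prefix Δ marks a deletion, and the series title connects it with chromatin topology mediated by the DNA-binding protein CTCF and with receptor editing, the replacement of one light chain rearrangement by another. The labels do not state which interval is deleted. Each genotype had 3 libraries. Total counts were 623109, 428106 and 1300805 in WT replicates 1 to 3 and 839455, 996392 and 810242 in ΔrsCBE replicates 1 to 3. Between 12228 and 14267 genes had a count in a single library. Mitochondrial genes took 9.60% to 12.2% of the counts, and the 20 most abundant genes of a library took 15.6% to 18%. The mitochondrial ribosomal RNA gene mt-Rnr2 alone took 8.04% to 10.8%, so the mitochondrial share was mostly ribosomal RNA.

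No pair of replicates of a genotype agreed within counting noise (chi-square per degree of freedom between 1.88 and 3.41), so none was treated as 1 library deposited again. This comparison does not separate biological replicates from repeat preparations of the same RNA, and replicates were taken as the labels give them. Pearson correlations of log2 CPM across genes, which are not independent replicates, were 0.930 to 0.959 within genotypes and 0.915 to 0.956 between them. The libraries differed in sex, which the labels do not give. Xist had 1603 and 1430 counts in ΔrsCBE replicates 2 and 3 and at most 1 count in the other 4 libraries. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to 0 counts in those 2 libraries, to 296 in ΔrsCBE replicate 1 and to 214, 121 and 452 in WT replicates 1 to 3. All WT libraries therefore had a male pattern, and the female pattern occurred only in ΔrsCBE libraries. Within the male libraries the comparison is 3 against 1, and within the female libraries there is no WT sample.

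The first comparison asked which genes differ in expression between the genotypes. Of 7792 genes tested, 132 had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 798 had an unadjusted p-value under 0.05. Of the 132 genes, 116 (87.9%) were lower in ΔrsCBE and 16 were higher. An absolute log2 fold change of at least 1 was reached by 82 of them, 78 lower and 4 higher. For 131 of the 132 the CPM values of the groups did not overlap, which was also true of 16.1% of all tested genes and is expected by chance for 10%. The median log2 fold change of all tested genes was 0.01, and the biological coefficient of variation was 0.117. A fit with the sex of the library as a covariate, in which the genotype effect rests on ΔrsCBE replicate 1 alone, gave 87 genes, of which 60 were among the 132. When the male ΔrsCBE library was left out, 157 genes passed the threshold, 71.97% of them lower. Of the 157 genes, 140 (89.2%) differed from WT in the same direction in that male library. Both comparisons share the WT libraries, which favours the same direction even without a genotype effect. The share expected from this alone was not computed, so the 89.2% does not rule out sex as a source.

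**Figure D1:**
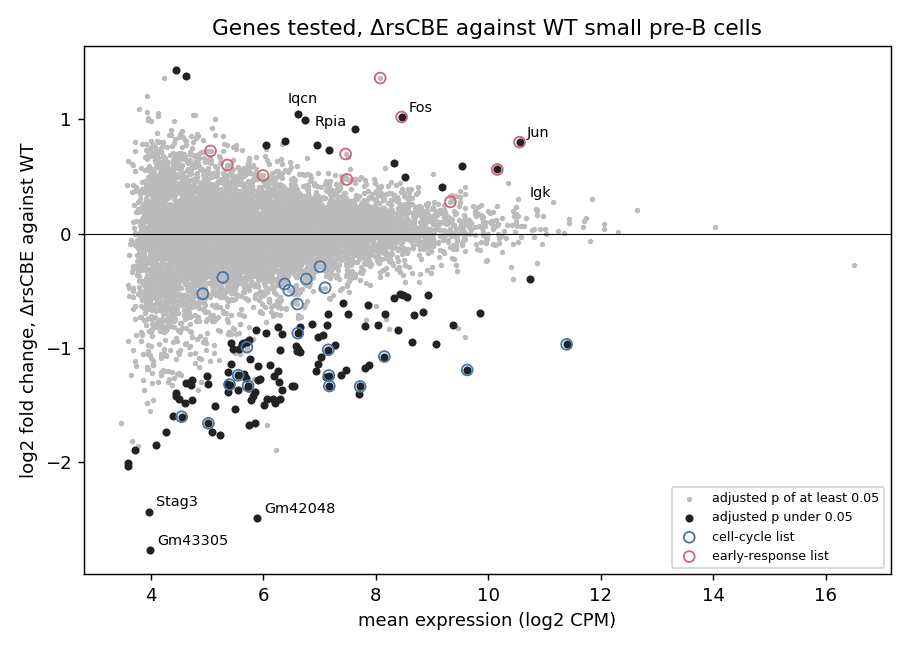
Log2 fold change of ΔrsCBE against WT (vertical axis) against mean expression in log2 CPM (horizontal axis) for the 7792 tested genes, with the 132 genes under an adjusted p-value of 0.05 in black and the genes of the cell-cycle and early-response lists circled. Most black points lie below 0 (116 of 132), the 22 tested cell-cycle genes all lie below 0, and the 10 tested early-response genes all lie above it.

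The genes with the highest fold changes past the threshold were Sinhcaf, Fam222a, Iqcn, Fos and Rpia. Sinhcaf (chromosome 6, 148921035 to 148946467, minus strand, GENCODE M21 on GRCm38) had 10.2 ± 3.85 CPM in WT and 27.4 ± 6.93 CPM in ΔrsCBE (SD, n = 3), a log2 fold change of 1.43 with a standard error of 0.38 (edgeR adjusted p-value 0.0480). This gene overlaps 3010003L21Rik on the opposite strand, and its count is uncertain if reads of the strands were not separated there. Fam222a (chromosome 5, 114568016 to 114613220, plus strand) rose from 12.9 ± 2.98 to 32.0 ± 9.50 CPM, with a log2 fold change of 1.38 and a standard error of 0.36 (edgeR adjusted p-value 0.0483). Both genes were past the threshold by a small margin, and neither was past it in the fit with the sex covariate. Iqcn (chromosome 8, 70703457 to 70717650, plus strand) rose from 60.5 ± 4.68 to 127 ± 14.2 CPM, with a log2 fold change of 1.05 and a standard error of 0.18 (edgeR adjusted p-value 0.00101). Fos (chromosome 12, 85473890 to 85477273, plus strand) rose from 227 ± 26.7 to 466 ± 127 CPM, with a log2 fold change of 1.02 and a standard error of 0.17 (edgeR adjusted p-value 0.00290). The smallest adjusted p-value among the higher genes belonged to Jun, which was singled out after its values were seen. Its log2 fold change was 0.80 with a standard error of 0.11 (edgeR adjusted p-value 0.000106), from 1092 ± 137 CPM in WT to 1910 ± 274 CPM in ΔrsCBE (SD, n = 3).

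The genes with the lowest fold changes were Gm43305, Gm42048, Stag3, Gmpr2 and Cdkn3. Gm42048, which has an entry in the RefSeq annotation but not in GENCODE M21, had the smallest adjusted p-value of all genes. It had 103 ± 15.9 CPM in WT and 18.1 ± 8.73 CPM in ΔrsCBE (SD, n = 3), a log2 fold change of -2.49 with a standard error of 0.26 (edgeR adjusted p-value 5.58e-06). The other genes were weakly expressed, and in ΔrsCBE they lay near the 3-count floor of 3.01 to 3.70 CPM. Gm43305 (chromosome 14, 54292443 to 54297456, minus strand, a processed transcript) had 24.5 ± 1.71 CPM in WT and 3.64 ± 4.62 CPM in ΔrsCBE, a log2 fold change of -2.77 with a standard error of 0.54 (edgeR adjusted p-value 0.00438). Its values were 0, 2.07 and 8.84 CPM in ΔrsCBE replicates 1 to 3, so the size of the change depends on single libraries. The log2 fold change was -4.30 without ΔrsCBE replicate 3 and -2.23 without ΔrsCBE replicate 1. Stag3 (chromosome 5, 138280240 to 138312393, plus strand) had 23.4 ± 1.18 and 4.08 ± 3.54 CPM, a log2 fold change of -2.43 with a standard error of 0.50 (edgeR adjusted p-value 0.00666). Gmpr2 (chromosome 14, 55671941 to 55679200, plus strand) had 16.4 ± 2.65 and 3.91 ± 0.877 CPM, a log2 fold change of -2.03 with a standard error of 0.50 (edgeR adjusted p-value 0.0304). It overlaps Nedd8 and Tinf2 on the opposite strand. Cdkn3 (chromosome 14, 46760541 to 46771669, plus strand) had 15.9 ± 2.49 and 3.85 ± 0.257 CPM, a log2 fold change of -2.01 with a standard error of 0.50 (edgeR adjusted p-value 0.0310). The Stag3, Gmpr2 and Cdkn3 calls were lost with the sex covariate.

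CTCF-bound sites can separate neighbouring genes from each other, so the genes flanking the kappa locus were compared as a group. Of 44 genes other than immunoglobulin genes within 1 Mb of Igkc, 11 were tested and 1, Rpia, passed the threshold, whether p-values were adjusted over all genes or over these 11 alone. Rpia (chromosome 6, 70765720 to 70792232, minus strand) had 68.1, 58.9 and 75.2 CPM in WT replicates 1 to 3 and 145, 122 and 148 CPM in ΔrsCBE replicates 1 to 3, with means of 67.4 ± 8.21 and 138 ± 14.2 CPM (SD, n = 3). Its log2 fold change was 0.99 with a standard error of 0.17 (edgeR adjusted p-value 0.00127 over all genes and 6.04e-05 over the 11). In the gene order of the RefSeq annotation of GRCm38.p6, Rpia is the first protein-coding gene beyond Igkc on the side away from the variable genes. The noncoding gene Gm30211 lies between them and had a log2 fold change of -0.18 with a standard error of 0.36. The next protein-coding gene, Eif2ak3, had a log2 fold change of 0.19 with a standard error of 0.12 (edgeR adjusted p-value 0.630). Among the 10 genes other than Rpia the smallest adjusted p-value of the same edgeR test was 0.471, and no absolute log2 fold change exceeded 0.62. Reads of Gm8828, Gm8848 and Rpl34-ps1 are uncertain where these sequences resemble other genes. The planned list of 12 flanking genes had 6 tested members, again with Rpia as the 1 gene past the threshold.

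**Figure D2:**
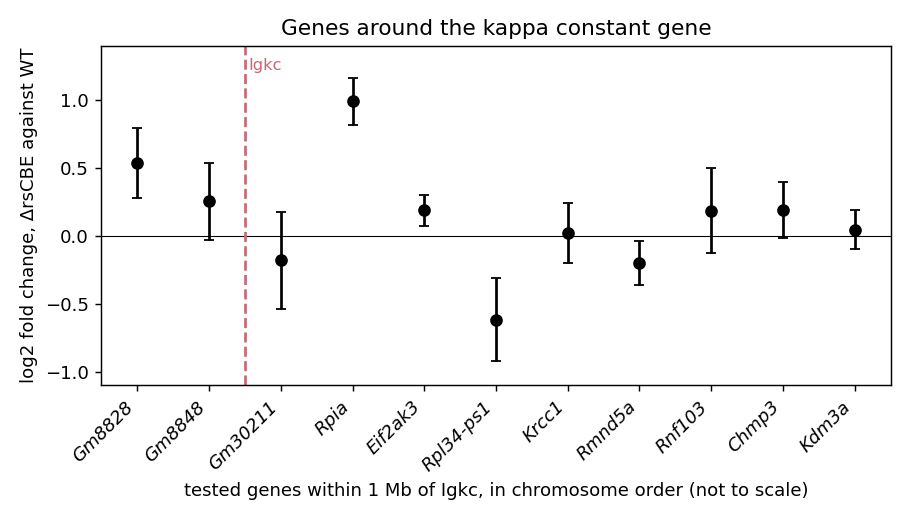
Log2 fold change of ΔrsCBE against WT (vertical axis, points with bars of ± 1 standard error) for the 11 tested genes within 1 Mb of Igkc, placed in chromosome order but not to scale, with the position of Igkc as a dashed line. Rpia stands at 0.99, and the other 10 genes lie between -0.62 and 0.54.

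The light chain transcripts themselves could be followed only in part. Igkc and the 12 lambda segments are listed at 0 in all 6 libraries, and of 162 kappa variable genes 62 had any count, the most abundant of them with a mean of 9.83 counts per library. Kappa variable genes are a family of similar sequences, and their reads are uncertain where the counting could divide them. Their share of all counts was 0.0125% (95% Wilson interval 0.01003% to 0.0156%), 0.0145% (0.0113% to 0.0186%) and 0.0125% (0.0107% to 0.0145%) in WT replicates 1 to 3. In ΔrsCBE replicates 1 to 3 it was 0.0195% (0.0168% to 0.0228%), 0.0153% (0.0130% to 0.0179%) and 0.0178% (0.0151% to 0.0209%). The means were 0.0132% ± 0.00115 in WT and 0.0175% ± 0.00215 in ΔrsCBE (SD, n = 3), a difference of 0.00437 percentage points with a two-sided exact permutation p-value of 0.1, the smallest this design allows. The interval of each ΔrsCBE library overlapped that of at least 1 WT library.

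The table also has 1 locus-wide entry each for the Igk, Igl and Igh loci, which were examined after the segment genes proved to be listed at 0. Which reads these entries hold is not stated. If reads overlapping a segment were left uncounted, the entries lack them. Small differences in the entries therefore do not show that light or heavy chain transcripts were unchanged. The Igk entry had 1725 ± 75.6 CPM in WT and 1990 ± 123 CPM in ΔrsCBE (SD, n = 3), a log2 fold change of 0.21 with a standard error of 0.09. The groups did not overlap, but the gene was not past the threshold (edgeR adjusted p-value 0.40). The Igl entry had 318 ± 42.5 and 291 ± 31.8 CPM, with a log2 fold change of -0.12 and a standard error of 0.13 (edgeR adjusted p-value 0.839). The Igh entry had 2642 ± 175 and 2882 ± 384 CPM, with a log2 fold change of 0.13 and a standard error of 0.10 (edgeR adjusted p-value 0.739). For both Igl and Igh the difference was within the spread between replicates, and its sign was the opposite in the fit with the sex covariate (0.02 and -0.09).

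A list of 58 regulators and surface genes of the B lineage was compared next. Of these 47 were tested, 9 had an unadjusted p-value under 0.05 and 1, Spi1, passed the threshold. Spi1 had 48.2 ± 7.68 CPM in WT and 79.8 ± 3.26 CPM in ΔrsCBE (SD, n = 3), a log2 fold change of 0.78 with a standard error of 0.20 (edgeR adjusted p-value 0.0480 over all genes and 0.0363 over the list). It was not past the threshold with the DESeq2 Wald test, where 0 genes of the list were called. Rad21, a subunit of cohesin, had a log2 fold change of -0.42 with a standard error of 0.12 and was not past the threshold (edgeR adjusted p-value 0.0919 over all genes and 0.0507 over the list). The genes of the recombinase, Rag1 and Rag2, had log2 fold changes of 0.14 and -0.14, with edgeR adjusted p-values of 0.754 and 0.838. Ctcf had a log2 fold change of -0.24 (edgeR adjusted p-value 0.515). Among the list genes short of the threshold no absolute log2 fold change exceeded 0.64. The other 11 genes of the list were below the count filter and were not tested. Dntt, Igll1 and Vpreb1 had 7, 10 and 7 counts summed over the 6 libraries, and differences in them were not detectable at this depth. Ighm and Ighd are listed at 0 although the Igh entry has counts.

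Lists of genes for cell states that could differ between sorted samples were tested with limma's camera, 8 lists in one family. The cell-cycle list had the smallest p-value. All 22 of its tested genes were lower in ΔrsCBE, with a median log2 fold change of -1.004 and a range from -1.66 to -0.29 (camera adjusted p-value 3.62e-31). With the inter-gene correlation estimated from the data its unadjusted camera p-value was 0.0147, and with fry it was 0.00555. Of these, 13 passed the threshold over all genes and 18 over the list alone. Ccna2, which had the smallest adjusted p-value of the list, fell from 204 ± 16.98 to 85.5 ± 12.4 CPM (SD, n = 3), and Mki67 fell from 3569 ± 165 to 1822 ± 516 CPM. The median stayed below 0 under each scaling and in each fit without 1 library. Scores on this list were 0.40, 0.52 and 0.50 in WT replicates 1 to 3 and -0.51, -0.15 and -0.77 in ΔrsCBE replicates 1 to 3. The male ΔrsCBE library, replicate 1, thus lay below all 3 male WT libraries.

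The list of early-response genes, which include Fos, Jun and Jund and are induced within minutes of a stimulus or of tissue handling, was higher in ΔrsCBE. All 10 tested genes rose, with a median log2 fold change of 0.65 and a range from 0.28 to 1.36 (camera adjusted p-value 4.82e-11). Of these, 3 passed the threshold over all genes and 6 over the list alone. The scores were -0.21, -0.47 and -0.32 in WT and 0.66, -0.18 and 0.52 in ΔrsCBE replicates 1 to 3, so ΔrsCBE replicate 2 lay close to WT replicate 1. The medians of this list and of the list that follows stayed above 0 under each scaling. With the inter-gene correlation estimated from the data, the camera p-value of this list rose to 0.0550. The list of pro-B and large pre-B cell genes had 5 tested genes with a median log2 fold change of 0.24, all of them higher (camera adjusted p-value 0.00347). Its scores were -0.24, -0.04 and -0.13 in WT and -0.17, 0.27 and 0.31 in ΔrsCBE replicates 1 to 3. ΔrsCBE replicate 1 thus lay within the WT range, and the rise rests on ΔrsCBE replicates 2 and 3, which have the female pattern. Without ΔrsCBE replicate 1 the median was 0.43. With the sex covariate, where the genotype effect rests on that library alone, it was 0.21 and the result was not past the threshold. The other 5 lists, for plasma cells, mature B cells, interferon response, NF-κB response and p53 response, had camera adjusted p-values from 0.241 to 0.967. No gene of the erythroid and myeloid lists was tested, and the T and NK cell list had 1 tested gene.

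**Figure D3:**
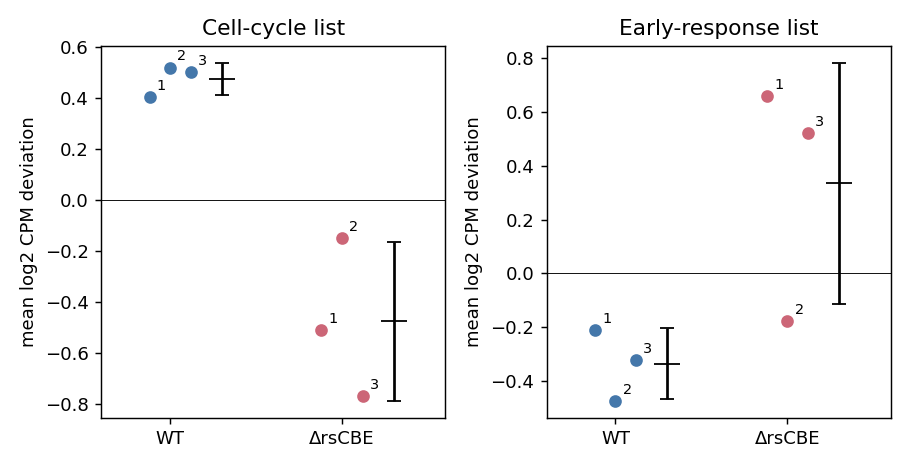
Score of each library (vertical axis, mean deviation of log2 CPM from the 6-library mean) on the cell-cycle list (left) and the early-response list (right), with points numbered by replicate and bars giving the mean ± SD of 3 libraries. The ΔrsCBE libraries score from -0.77 to -0.15 on the cell-cycle list against 0.40 to 0.52 in WT, while on the early-response list ΔrsCBE replicate 2 at -0.18 lies near WT replicate 1 at -0.21.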

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

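The sex covariate, the GC and length offsets, the exclusion of the 20 most abundant genes from the scaling, the thinning and the set test alternatives were chosen only after the result was seen.

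The count of 132 genes lay between 96 and 188 under 13 alternatives in scaling, test, filter, threshold and correction, and at 87 with the sex covariate. With no female WT library, the genotype effect of that fit rests on ΔrsCBE replicate 1 alone against WT, so it is no test of the genotype adjusted for sex. In it 72 genes were lower, against 116, and 2 B-lineage genes, Rad21 and Smc3, were past the threshold in place of Spi1, which was lost. Of the 132 genes, 60 were shared with that fit, 92 with the DESeq2 Wald test, 118 with the GC and length offsets and 132 with no count filter. The cause of the drop with the sex covariate was not tested. The 16 higher genes became 25 without a count filter and 31 with a CPM of at least 1 in 3 libraries, and the cause was not tested. They became 30 at an adjusted p-value threshold of 0.1, which is the same fit read at a looser threshold. The share of lower genes was 87.9% in the reported fit and 82.3% to 88.6% under these alternatives, and 71.97% without ΔrsCBE replicate 1. No scaling moved the median log2 fold change of all genes by more than 0.1.

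The 1 B-lineage gene, Spi1, was lost and 0 were called with the DESeq2 Wald test, with GC and length offsets, with the replicate block, with the block and the offsets together, and in the thinned counts, and the cause was not tested. The planned comparison with the replicate number as a block gave 136 genes, 18 higher and 118 lower, of which 117 were among the 132. Same-numbered libraries did not deviate together (correlations of the deviations from the group means 0.0131, 0.0197 and 0.00908), so the numbers do not appear to pair the libraries.

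Across the 6 fits that each left out 1 library, the number of genes ranged from 59 to 187, the higher genes from 6 to 44, the lower genes from 52 to 153, the genes with an absolute log2 fold change of at least 1 from 40 to 124, and the B-lineage genes from 0 to 2. Rpia was the gene called near Igkc in each of these fits and under each alternative, with log2 fold changes from 0.94 to 1.11. The difference in the kappa variable share was 0.00336 to 0.00550 percentage points in these fits and 0.00453 without mitochondrial and ribosomal RNA genes in the denominator.

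The Igl and Igh entries changed sign with the sex covariate, to log2 fold changes of 0.018 and -0.090, and in no other setting that could move them. Over 19 named genes, locus entries and gene lists, 57 of 359 comparisons changed, 55 of them weaker and 2 reversed. Of the weaker ones, 29 came from leaving out a library. Iqcn, Fos, Jun, Rpia, Gm42048 and the cell-cycle list stayed past the threshold in the settings of this part in which they were tested, with p-values of the list up to 0.0147. Gm42048 and the Igk, Igl and Igh entries did not move under the offsets, which left them uncorrected and are no check of them. That range leaves out a fit with the cell-cycle score as covariate, described among the other observations, which called 0 genes. Sinhcaf, Fam222a, Spi1, Cdkn3, Gmpr2, Stag3 and Gm43305 each lost it in at least 1 setting. The early-response list was short of the threshold with fry (p-value 0.0700) and with camera at the estimated inter-gene correlation (p-value 0.0550). Set tests were not recomputed with the DESeq2 fit or with the offsets, where the list medians alone were compared.

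DESeq2's independent filtering gave no adjusted p-value for Sinhcaf, Cdkn3, Gmpr2, Stag3 and Gm43305. The alternatives planned for Igkc, the lambda median and the lambda share were not run, since these genes have no counts. Those for the kappa variable median and its relation with position gave values only where genes passed: 62 genes without a count filter or with DESeq2 (medians 0.38 and 0.31) and 38 with a CPM of at least 1 in 3 libraries (median 0.44, camera p-value 0.0180). Across genes the relation with position had rho between -0.058 and -0.052 and permutation p-values of 0.651 to 0.753. Also not run was the kappa share of immunoglobulin counts, since the kappa variable genes are the only segment genes with counts. Depth limits the count of genes: thinned to the 428106 counts of the smallest library, the median over 20 draws was 99.5 genes, with a range from 78 to 118.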

Other observations

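Apart from the splits of the samples for the median of the cell-cycle and of the early-response list, the tests of this part were chosen only after the result was seen.

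The libraries can be divided 3 against 3 in 10 ways. Of these, 4 part all 3 same-numbered pairs, as the real division does, and among those 4 only 1, the real one, gave as many genes past the threshold (132, against 0 in each of the other 3). The same was true of the genes with an absolute log2 fold change of at least 1, of the genes near Igkc, of the B-lineage genes and of the medians of the cell-cycle and the early-response list: 1 of 4 divisions in each case. The remaining 6 divisions part 1 pair and gave at most 1 gene. At an unadjusted p-value under 0.05, the real division gave 798 genes and the other 9 at most 418. For the early-response list, 1 of the 6 divisions that part 1 pair, with WT replicate 1, ΔrsCBE replicate 1 and ΔrsCBE replicate 3 on one side, had an absolute median of 0.67, above the 0.65 of the real division. A design of this size cannot bring the share of divisions under 0.05, so a division by chance cannot be ruled out this way.

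The lower expression of the cell-cycle genes, and with it most of the 132 genes, was set against several technical explanations. If sex were the source, the male ΔrsCBE library would be close to the male WT libraries, but its cell-cycle score was below that of the lowest WT library (difference -0.91). The list median was -0.96 with GC and length offsets against -1.004 as reported, so these offsets did not remove the difference. It was -1.02 in counts thinned to equal depth and -1.0001 with scaling that left out the 20 most abundant genes. Neither check settles those explanations, since thinning keeps expected fold changes and scaling factors near 1 leave little to move. A smaller share of cycling cells in the sorted ΔrsCBE population is a candidate explanation. In that case genes used in mitosis would fall by a common factor. The 14 mitotic genes of the list, with log2 fold changes from -1.66 to -0.52, gave no evidence of different factors (heterogeneity p-value 0.404 around a common log2 fold change of -1.18). That test treated the genes as independent, but they share the same libraries and can vary together. It may therefore miss different factors and cannot show that the factor is common. The 8 replication genes fell less, with a median of -0.46, which a single common factor for the whole list does not describe. Whether such a difference in composition comes from the genotype or from where the sorting gates were set cannot be told from these libraries, and the sorting itself was not tested.

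Most lower genes outside the cell-cycle list may follow the same shift. The list has only 25 genes, so being outside it does not mean having no role in the cell cycle. The lower genes outside it include Ncapd2, Knl1, Ndc80 and Cdc20, and their functions were not examined. ΔrsCBE replicate 2 has the highest cell-cycle score of the 3 ΔrsCBE libraries, and for 77.7% of the 103 lower genes outside the list (80 genes) it also had the highest value of the 3, against 33.9% of 7644 background genes and 33.3% by chance. Of the 13 higher genes outside the cell-cycle and early-response lists, 7 had the lowest of the 3 ΔrsCBE values in replicate 2, against 33.3% by chance. Whether Gm42048 follows the shift is open. In a fit with the cell-cycle score as covariate its log2 fold change was -3.43 (unadjusted p-value 0.000416, edgeR adjusted p-value 1.00 over all genes), and ΔrsCBE replicate 3, the lowest on the cell-cycle list, had the most Gm42048. The score and the genotype are closely tied (R² of 0.870), so this fit has little power: it called 0 of 7792 genes, with 268 at an unadjusted p-value under 0.05, and it settles none of these genes. For Rpia it gave a log2 fold change of 0.56 with an unadjusted p-value of 0.217, which leaves open whether Rpia follows the cell-cycle shift. For Jun it gave 0.11 with an unadjusted p-value of 0.691, against 0.80 without the covariate, so the rise of Jun cannot be told apart from that shift.

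Rpia, the first protein-coding gene beyond Igkc, was also tested against other sources. Sex is an unlikely one, since the single male ΔrsCBE library lay 0.93 (log2 CPM) above the highest WT library. If the 132 called genes were placed at random among the tested genes, at least 1 of them would fall among the 11 tested genes near Igkc with a probability of 0.171, so its position alone may be chance. Counting only the 16 higher genes, the probability is 0.0224, but that restriction was chosen with the direction known. A hypothesis to test elsewhere is that the deletion changes the regulatory contacts of Rpia. The labels do not state which interval is deleted, so its distance from Rpia is unknown, and its loss was not checked in the counts. These data show higher expression of Rpia, whereas Eif2ak3 was not past the threshold and the difference between the genes was not tested. They hold no measure of contacts.

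The rise of early-response genes cannot be told apart from cell handling. The lowest ΔrsCBE library was above the highest WT library by a score difference of 0.034, while ΔrsCBE replicates 1 and 3 were far above both. Differences in handling time may give such a pattern, but the spread of scores does not single them out, and the labels record no handling times. No biological explanation was tested for this list.

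For Spi1, which is also abundant in myeloid cells, admixture of such cells was considered. Lyz2, an abundant myeloid transcript, rose by 3.03 CPM between the group means while Spi1 rose by 31.6 CPM, whereas admixture was taken to raise Lyz2 by at least 0.5 of the Spi1 difference. Lyz2 counts were 0 in all WT libraries and 2, 4 and 2 in the ΔrsCBE libraries, at or near the floor of 3 counts. The 15 genes of the myeloid list summed to 10 counts in WT and 29 in ΔrsCBE. Per library they had 8.11, 4.90 and 2.38 CPM in WT and 15.7, 6.20 and 12.6 CPM in ΔrsCBE replicates 1 to 3, so the groups overlapped. The source of these few counts was not tested, and a trace of myeloid RNA remains possible. As the Spi1 call was lost under several alternatives (0 B-lineage genes with the DESeq2 Wald test), no biological reading is offered for it.

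The zeros among immunoglobulin genes have a pattern of their own. Of the 160 kappa variable genes with a known strand, 0 of 75 on the plus strand and 62 of 85 on the minus strand had any count (Fisher's exact p-value 2.23e-25), and 0 of 233 other immunoglobulin segments had any. A candidate explanation is that reads on the strand of the locus-wide entries overlap both the segment and the entry. Such reads would be left uncounted or assigned to the entry. It requires counting by strand, since counting that ignored the strand would treat both strands alike. Under that explanation the counts of the minus-strand kappa variable genes are a partial view of the repertoire, and zeros at Igkc are not absence of expression. Without a count filter, the 62 genes with counts had a median log2 fold change of 0.38, with 38 higher and 24 lower and a camera p-value of 0.0499. None of them was called, and 4 had an unadjusted edgeR p-value under 0.05. No relation of their fold change with distance from Igkc was detected (Spearman's rho across genes -0.055, permutation p-value 0.667). That test is weak, since it leaves out all plus-strand genes and the most abundant gene had a mean of 9.83 counts per library.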
